# Identification of serum insulin-like growth factor binding protein 1 as diagnostic biomarker for early-stage alcohol-induced liver disease

**DOI:** 10.1186/1479-5876-11-266

**Published:** 2013-10-23

**Authors:** Heng-Hong Li, Kathryn Doiron, Andrew D Patterson, Frank J Gonzalez, Albert J Fornace Jr

**Keywords:** Alcohol-induced liver disease, Transcriptomics, Biomarker, *Igfbp1*, IGFBP1 protein

## Abstract

**Background:**

Alcohol consumption is a major cause of liver disease in humans. The use and monitoring of biomarkers associated with early, pre-clinical stages of alcohol-induced liver disease (pre-ALD) could facilitate diagnosis and treatment, leading to improved outcomes.

**Methods:**

We investigated the pathological, transcriptomic and protein changes in early stages of pre-ALD in mice fed the Lieber-Decarli liquid diet with or without alcohol for four months to identify biomarkers for the early stage of alcohol induced liver injury. Mice were sampled after 1, 2 and 4 months treatment.

**Results:**

Pathological examination revealed a modest increase in fatty liver changes in alcohol-treated mice. Transcriptomics revealed gene alterations at all time points. Most notably, the *Igfbp1* (Insulin-Like Growth Factor Binding Protein 1) was selected as the best candidate gene for early detection of liver damage since it showed early and continuously enhanced induction during the treatment course. Consistent with the microarray data, both *Igfbp1*mRNA expression in the liver tissue and the IGFBP1 serum protein levels showed progressive and significant increases over the course of pre-ALD development.

**Conclusions:**

The results suggest that in conjunction with other tests, serum IGFBPI protein could provide an easily measured biomarker for early detection of alcohol-induced liver injury in humans.

## Background

Alcohol consumption is responsible for about four percent of all disease world wide and is a major lifestyle-related cause of death in the United States [1], due in large part to complications from alcohol-induced liver disease (ALD). Both intrahepatic and extrahepatic stimuli triggered by alcohol abuse can cause ALD. Among the effects of interplay of these factors are metabolic dysfunctions such as fatty liver, obesity and excessive levels of hepatic free fatty acids, often followed by progressive pathologic changes such as inflammation, hepatomegaly and ultimately fibrosis and cirrhosis.

Diagnosis and stage-assessment of ALD provide guidance for treatment options. Diagnosis is presently based mainly on physical examination to determine general health and assessment of alcohol consumption history coupled with serum biomarker tests such as carbohydrate-deficient transferrin (CDT) [2] and various laboratory tests of liver function like aspartate aminotransferase/alanine aminotransferase ratio (AST/ALT) [3]. While it remains questionable whether serum CDT measurement reaches the specificity and sensitivity requirements for clinical use in the detection of chronic alcohol abuse [4], the liver function measurements can reflect liver damage directly. However there is at present no easily detectable biomarker to assess early stage changes prior to the appearance of later stage changes in liver function. Expensive and invasive techniques such as computerized tomography (CT) and magnetic resonance imaging (MRI) are frequently used to confirm the presence of steatosis and steatohepatitis. Liver biopsy is sometimes required to confirm correct diagnosis. Thus, there is a need for simple non-invasive and definitive markers of early changes in the development of ALD. Several have been proposed including serum beta-hexosaminidase [5,6], increased activity of superoxide dismutase (SOD) and neuron-specific enolase (NSE) in blood cells [7], increased levels of lymphocyte cytochrome P450 CYP2E1 [8]. A metabolomics study in mice revealed two metabolites in urine, *N*-acetylglutamine and *N*-acetylglycine, that might be useful markers for ALD [9]. Indole-3-lactic acid and phenyllactic acid may also be biomarker candidates for early stages of ALD [10].

Various animal models have been developed to characterize pathological changes of ALD. In particular, two protocols have been developed in mice that mimic aspects of ALD development in humans: the Lieber-DeCarli alcohol liquid diet [11,12] and the Tsukamoto-French intragastric alcohol feeding protocol [13,14]. Animals on the Lieber-DeCarli liquid diet display significant liver lesions including steatosis, apoptosis, structural alteration of mitochondria and endoplasmic reticulum and corresponding changes like those found early in human ALD. The Tsukamoto-French intragastric protocol produces severe liver damage including cirrhosis after a few months treatment. Certain genetically engineered mouse strains have also been used to investigate the development of ALD [15-17].

Here we investigated transcriptomic and pathological changes observed during early stage pre-ALD in mice fed the Lieber-Decarli liquid diet to identify biomarkers diagnostic for early stage pre-ALD. Transcriptomic approaches were previously used to profile changes in liver gene expression in mice and rats [18-21] and primates exposed to toxicants including ethanol [22,23]. The present study revealed the following: Chronic alcohol treatment for periods from one to four months led to a modest increase in fatty liver seen with standard techniques of histopathology. Transcriptomic analysis of these same livers revealed a gradual increase over time in the expression of several genes of which *Igfbp1* was chosen as the best candidate for further analysis because: 1) it showed high and consistent levels of alcohol-related increase; 2) the expression induction was observed even at the early time point; 3) IGFBP1 protein is liver-related and standard commercial immunological tests are available to detect its serum level in human samples. We suggest, therefore, that this marker, especially the protein, could be used as a diagnostic biomarker for early stage pre-ALD in humans. IGFBP1 is a member of the insulin-like growth factor binding protein (IGFBP) family and encodes a secreted protein with an IGFBP domain and a thyroglobulin type-I domain. The protein is strongly expressed in liver and kidney and circulates in the plasma.

## Methods

### Animals and treatments

Male mice (129/Sv strain, 6–8 weeks old) were fed *ad libitum* a liquid diet containing 4% ethanol (Lieber-DeCarli Diet, Dyets, Inc., Bethlehem, PA) as described [24]. Control animals were fed an isocaloric diet supplemented with maltose dextran (Dyets, Inc.). All mice were preconditioned on the control liquid diet for 7 days prior to switching half to the alcohol-containing arm. After one, two, or four months on the alcohol or control diets, six mice from each arm of the study, i.e. control and alcohol-fed, were killed in a CO_2_ chamber. These studies were approved by the Georgetown University Animal Care and Use Committee.

### Tissue collection and histology

Mice were sacrificed at the specified time points. Blood was collected by cardiac puncture immediately after the animals became unconsciousness. Blood samples were stored at room temperature for about 30 minutes to clot then centrifuged at 2000× g at 4°C for 10 minutes. Sera from each tube were collected and stored at −70°. Liver tissues were harvested and prepared for histology [24] by formalin-fixation and embedding in paraffin, sectioned and stained with hematoxylin and eosin. Histopathology was performed by a board-certified pathologist at Georgetown University Medical Center. Portions of liver tissue were snap-frozen for subsequent RNA analysis.

### RNA extraction

Up to 2 g of frozen liver tissue was homogenized in 5 ml Trizol reagent (Invitrogen, Carlsbad, CA), 1 ml of chloroform was added and the samples were centrifuged at 12,000 g for 15 min. The supernatant was collected and the samples were purified with the RNeasy Midi kit (Qiagen, CA). RNA quality was determined with an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA) and the yield was measured with the Nanodrop 2000 (Thermo Scientific, Waltham, MA).

### Microarray analysis

Microarray analysis was carried out by standard procedures as described in the Agilent two-color expression array manual. Equal amounts of total RNA from each sample of one treatment group were combined to give about 100 mg total of which 16 μg was used for probe-labeling with the SuperScript indirect cDNA labeling system (Invitrogen) [25]. Probes were hybridized to mouse whole-genome 4x44K oligo microarrays (Agilent Technologies) following the manufacturer’s instructions. These arrays contain more than 41,000 unique mouse genes and transcripts. Two-color array RNA analysis was performed for each time point. The labeled alcohol-exposure and the respective control RNA were hybridized on one array and the pair was subjected to a reverse (dye-switching) fluorescence replicate. The software, Feature Extraction version 9.1 (Agilent Technologies) was used to filter, normalize, and calculate the signal intensities and Cy5/Cy3 ratios. The data discussed in this study were deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE44237 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE44237). These data were entered into a Rosetta Resolver v3.2 Gene Expression Data Analysis system (Rosetta Biosoftware, WA) for differential, hierarchical clustering, and trend-change analysis. The log(Ratio) was obtained by averaging the log(Ratio) of the reverse fluorescence pair from which the log(Ratio) error was calculated. Experiments for the different time courses were clustered using Genesis (http://genome.tugraz.at) with agglomerative algorithms to visualize time course dependent changes.

### Ingenuity pathway analysis (IPA)

Defined differential genes with changes in levels of more than 2 fold, either increased or decreased, were selected from each experiment. These gene-sets and corresponding expression values (ratios) for each time point were loaded into the IPA (Ingenuity Systems, Redwood City, CA) to generate a dataset. Biological functions and/or diseases that were most significantly associated with each set of data were identified using the Functional Analysis module. Fischer’s exact test was used to calculate a p-values to evaluate the probability that each biological function and/or disease assigned to that data set was not due to chance but resulted, in fact, from the treatment. Each gene in the dataset was mapped to its corresponding gene in the Ingenuity Pathways Knowledge Base to place it in a network of genes ('network generation'). These genes were then overlaid onto a global molecular network developed from information contained in the Ingenuity Pathways Knowledge Base. Networks for these focus genes were then algorithmically generated based on their connectivity.

### GEDI analysis

Gene Expression Dynamics Inspector (GEDI) [26] was used for analysis and visualization of patterns in the time-course microarray data. The genes that changed by more than two-fold at two or more time points were selected for GEDI analysis. The tiles in a two-dimensional mosaic generated by GEDI represent individual clusters in a self-organizing map (SOM), where the color of each tile is determined by the centroid value of a particular cluster [26]. The complete GEDI program package and details of the algorithm can be found at http://apps.childrenshospital.org/clinical/research/ingber/GEDI/gedihome.htm.

### Validation of levels of *Igfbp1* mRNA

Quantitative RT-PCR (qRT-PCR) assays were performed with a iCycler instrument (Bio-Rad, Hercules, CA), using iScript one-step RT-PCR kit probes (Bio-Rad). The primers and probe mix for the Taqman gene expression assay for *Igfbp1* were from ABI (Foster city, CA). β-actin was used as the internal control. qRT-PCR reactions were carried out in a total volume of 20 μl iScript kit instructions were followed for the thermocycling steps. A standard curve using serially diluted samples was made for each experiment. Data were analyzed with the iCycler software. The RNA levels of the target genes in the template were calculated from standard curves.

### ELISA

ELISA kits for measuring levels of IGFBP1 in serum were from Insight Genomics (Falls Church, VA). The measurement was performed according to the manufacturer’s instructions (https://www.insightgenomics.com/shop/datasheet/EK0383-protocol.pdf).

### Statistical analysis

Experimental values are presented as mean ± SD. Statistical analysis was performed using GraphPad Prism (San Diego, CA). The significance was determined using two-tailed student t-test. p-values of less than 0.05 were considered significant.

## Results

### General condition of mice

The daily consumption of the liquid diet and individual body weights were recorded for each mouse. No significant differences were observed between the control and treated mice, which had also been found by others using similar experimental protocols [24]. Liver tissues were subjected to hematoxylin and eosin (H&E) histopathology staining and Oil red O staining. The only alcohol-induced pathological difference observed in the livers at the two and four month time points was a slight increase in micro-vesicular fat deposition in the treated mice (Additional file 1: Figure S1, panels 1C to 1F and Additional file 2: Figure S2).

### Expression profiling

Transcriptomic changes in liver tissue associated with chronic alcohol consumption were evaluated in samples harvested after one, two, and four months of alcohol treatment. RNA samples from liver tissues pooled from six mice of each exposure group were analyzed. However, it should be noted that pooling may mask certain small changes in expression (see Discussion). For the microarray design, two-color arrays were used in which the labeled RNAs of controls and alcohol-exposures at each time point were hybridized on a single array. This approach reduces errors that can arise from inter-array variation. 

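Equal amounts of liver RNA from 6 mice per group were pooled after 1, 2 and 4 months, which gave 6 pools in all, an alcohol pool and a control pool for each month. Each month's pools were labeled with Cy5 and Cy3 and hybridized together on 2 arrays, with the dyes exchanged between the arrays, so that 6 arrays were available. The 2 arrays of a month carry the same RNA and count as 1 replicate, which leaves 1 pair of pools per month and no measure of the variation between mice. The authors deposited the output of the scanner software, Feature Extraction 9.1.1.1, which gives for every spot the background-corrected and dye-normalized signal intensity of each channel and the log10 ratio of Cy5 over Cy3 with a modeled technical error. Each array listed 45018 spots, of which 1639 were controls and 43379 measured 41174 different probes. Between 73.3% and 90.3% of the spots were well above background, depending on the array and channel. On 3.29% to 10.6% of the spots both channels held a surrogate value in place of a measured signal, and the software then sets the ratio to 1. Every ratio was turned to alcohol over control, expressed as log2, averaged over spots of the same probe and then over the dye-swap pair. The arrays of 1 month lay on one slide and those of 2 and 4 months on another, so the slide and the difference between 1 month and the later months cannot be told apart. No p-value for alcohol within a month is given, since the design holds no replicate of either group at any time point, and the number of arrays limits the precision of every value.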

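Across the 29109 probes that were well above background in at least 1 channel on all 6 arrays, the alcohol over control log2 ratios of the 2 arrays of a month had a Pearson correlation of 0.17 at 1 month, -0.30 at 2 months and -0.31 at 4 months. These are correlations across probes, which are not independent replicates. Dividing the difference between the 2 arrays by 2 isolates the part of the ratio that follows the dye, and its SD across probes was 0.15 at 1 month, 0.26 at 2 months and 0.31 at 4 months. The SD of the average of the 2 arrays, in which such a dye effect cancels, was 0.17, 0.19 and 0.23. At 2 and 4 months the dye therefore moved the ratio of a typical probe by more than the averaged alcohol over control ratio. With normexp background correction and loess normalization in place of the deposited ratios, the correlations over the 29109 probes were 0.13, -0.32 and -0.34.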

The reverse-fluorescence technical replication eliminates dye-bias that can occur in labeling.

The quality of the RNA obtained from each liver was assessed and only RNA samples with an RIN (RNA integrity number) of at least 7.0 were pooled for microarray analysis. Dual color microarray analysis was performed to reveal changes in gene expression between the alcohol- and control-diet groups at each time point. In order to compare time-course effects of chronic alcohol consumption on the liver transcriptome, the microarray datasets from three time points were analyzed by two-dimensional clustering (Figure 1A). 

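A probe was called as changed when its averaged ratio was at least 2-fold and the technical error of that average, taken from the deposited error of each array, gave a p below 0.05. This p describes 1 pool against 1 pool and serves as a filter, not as a test across mice. At 1 month 52 probes were raised and 33 were lowered in the alcohol pool, at 2 months 66 were raised and 53 lowered, and at 4 months 140 were raised and 116 lowered. Of the 85 probes called at 1 month, 65 were well above background in both channels on both arrays, as were 76 of the 119 at 2 months and 175 of the 256 at 4 months. At least 2-fold on each of the 2 arrays, in the same direction, was reached by 51, 55 and 147 of them. A fold threshold of 1.5 called 142 raised and 135 lowered probes at 1 month, 250 and 339 at 2 months, and 608 and 486 at 4 months. The array with alcohol in Cy5 alone called 62 and 33 at 1 month, 328 and 190 at 2 months, and 270 and 278 at 4 months. The array with alcohol in Cy3 alone called 57 raised and 47 lowered probes at 1 month, 203 and 365 at 2 months, and 1101 and 501 at 4 months. An average of the 2 arrays weighted by their deposited errors called 51 raised and 31 lowered probes at 1 month, 79 and 62 at 2 months, and 348 and 146 at 4 months.

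**Figure D1:**
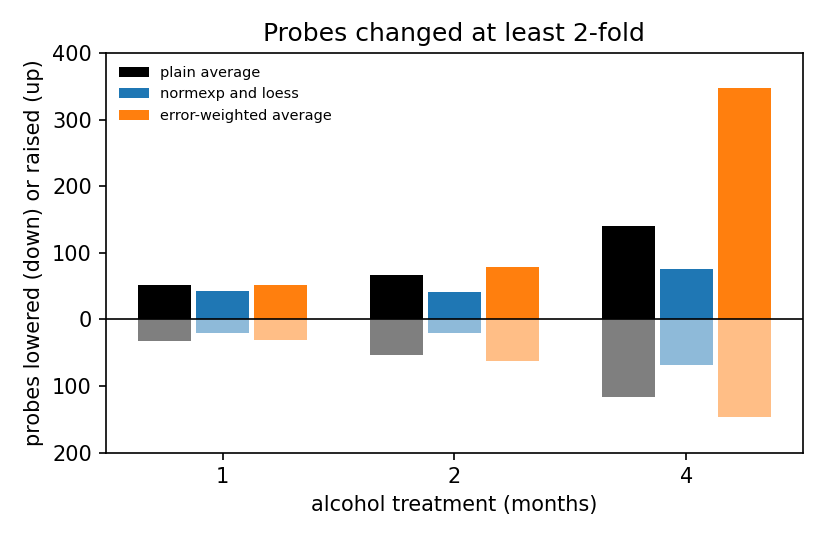
Number of probes raised (upward bars) and lowered (downward, lighter bars) at least 2-fold in the alcohol pool at each month (horizontal axis), for the plain average of the dye-swap pair, for normexp with loess normalization and for the error-weighted average. At 4 months the raised probes number 140, 75 and 348 under these 3 settings.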

Expression of about 100 to 200 genes was increased by at least 2 fold and a roughly equal number showed a decreased expression at the three time points of exposure (Additional file 3: Table S1). On one hand, common genes were found among the three time points and, on the other hand, unique signatures occurred among the different time points. 

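Of the probes called as changed, 16 were called at all 3 months, 11 of them raised at every month and 3 lowered at every month. Changes at a single month were seen for 57 probes at 1 month only, 73 at 2 months only and 208 at 4 months only. The 2-month and 4-month calls shared 41 probes, all 41 in the same direction. The 1-month calls shared 21 probes with 2 months, 16 of them in the same direction, and 23 with 4 months, 21 of them in the same direction.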

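In total 391 probes of the 41174 were called at 1 or more months. Counted as distinct gene names, these were 349. The number was 212 after normexp and loess, 646 with the error-weighted average, 528 when the fold alone was required without the error filter, and 1605 when the fold threshold was lowered from 2-fold to 1.5-fold.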

Eight hundred fifty-one sequences out of 41,000 unique mouse genes and transcripts had a change of more than 2 fold at one or more time points. These genes were selected for further Ingenuity pathway analysis.

**Figure 1:**
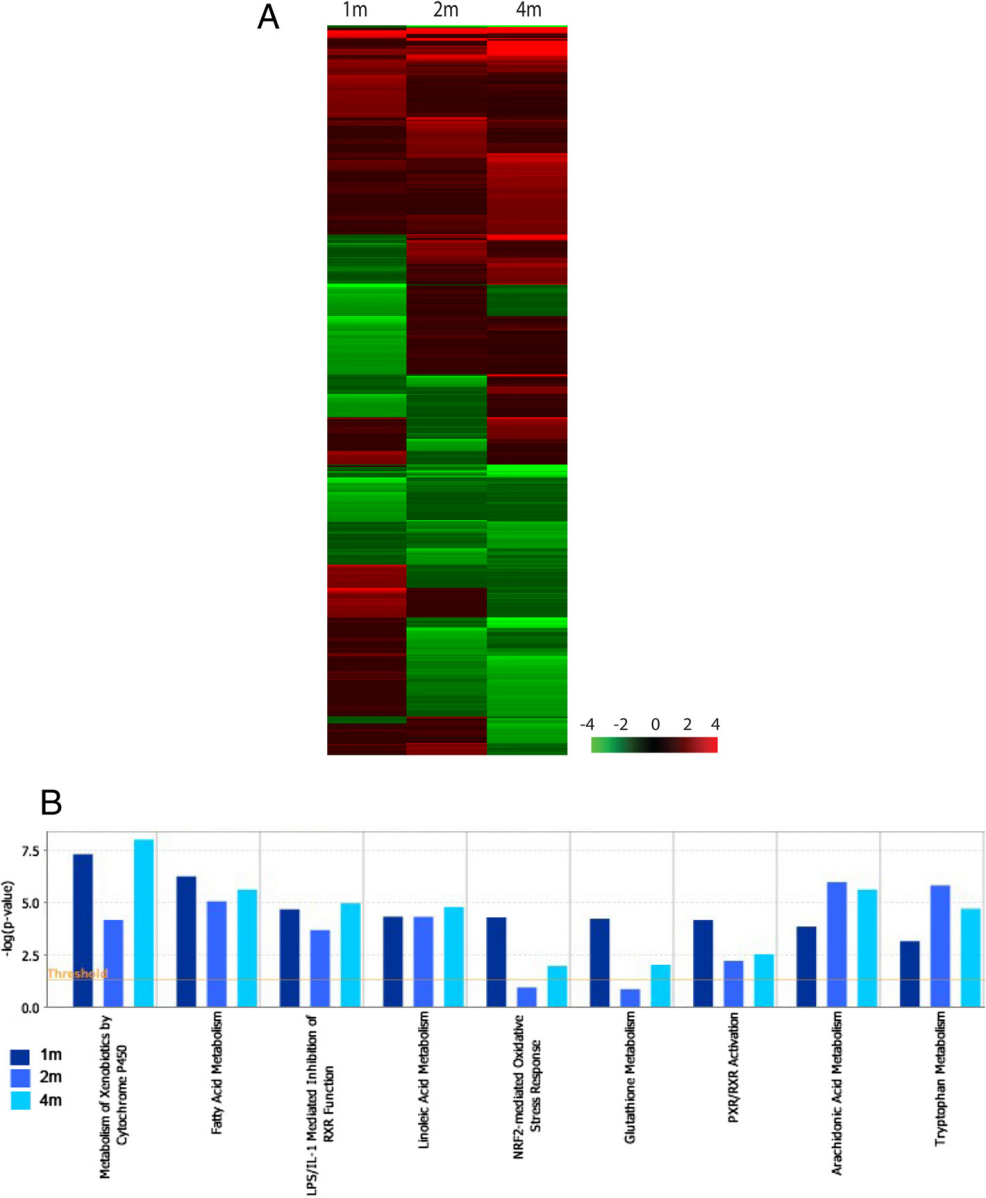
**Two dimensional clustering of differential genes in livers of alcohol-treated mice compared to liquid-diet control. (A)** Two dimensional clustering of differential genes in livers of alcohol-treated mice compared to liquid-diet control. Treatments for three time points are displayed, one-, two-, four-month. This clustering was derived from the ratio (treated/control) data. Red and green represented the levels of induction and repression of a particular gene respectively. The patterns of change were similar at two- and four-months. **(B)** Ingenuity Pathway Analysis results for differential genes. The orange line indicates the threshold of p-value of 0.05, i.e. -log_10_(p-value) of 1.3. Several metabolic pathways were modulated by alcohol treatment.

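The averaged log2 ratios of 2 and 4 months had a Pearson correlation of 0.48 and a Spearman correlation of 0.36 across the 29109 probes, against 0.15 and 0.019 for 1 and 2 months and 0.22 and 0.082 for 1 and 4 months. Over the 391 probes called at 1 or more months, the Pearson correlation was 0.66 for 2 and 4 months, 0.40 for 1 and 2 months and 0.39 for 1 and 4 months. Between single arrays with alcohol in the same dye, it averaged 0.74 for 2 and 4 months, 0.34 for 1 and 2 months and 0.36 for 1 and 4 months. Between single arrays with alcohol in opposite dyes the direction changed, to -0.40 for 2 and 4 months, -0.20 for 1 and 2 months and -0.16 for 1 and 4 months. The 2-month and 4-month arrays share a slide, and their dye-dependent parts had a correlation of 0.87 with each other, against 0.52 for 1 and 2 months and 0.49 for 1 and 4 months.

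**Figure D2:**
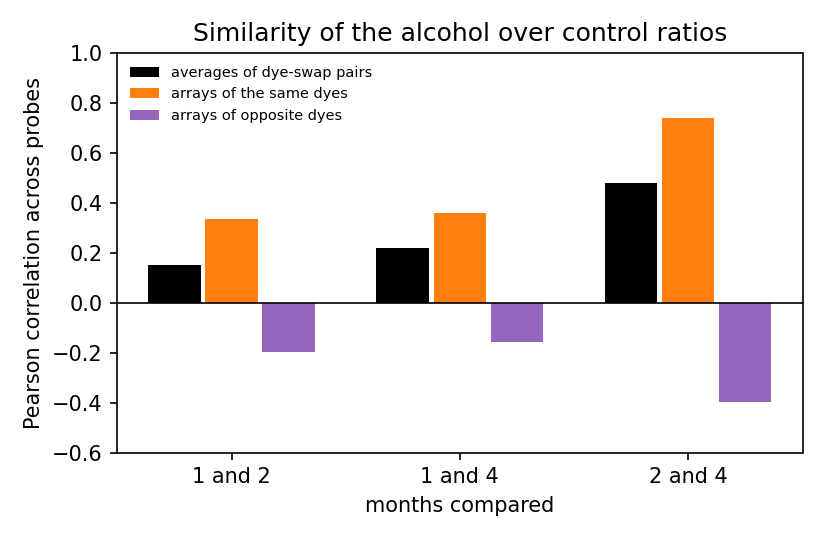
Pearson correlation across 29109 probes (vertical axis) of the alcohol over control log2 ratios of each pair of months (horizontal axis), for averages of dye-swap pairs, for arrays with the same dyes and for arrays with opposite dyes. The bar of 2 and 4 months is the highest for averages, at 0.48, and the lowest for opposite dyes, at -0.40.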

The genes with altered expression were involved in several essential pathways including metabolism of fatty acids, linoleic acid and arachidonic acid and metabolism of xenobiotics by cytochromes P450 (Figure 1B). 

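The pathway database used for Figure 1B was not used here, and the pathways were examined with lists of mouse genes fixed before the arrays were read, 1 probe per symbol. The median log2 ratio of a list was placed among those of 10000 random lists of the same size and similar signal, as a description of these pools. For 41 genes of fatty acid oxidation the median was 0.18, 0.019 and 0.014 at 1, 2 and 4 months, at percentiles 100, 81.8 and 87.4 of the random lists. The 34 genes of linoleic acid metabolism had medians of 0.072, 0.043 and 0.15, at percentiles 99.9, 94.8 and 100. Medians of 0.049, -0.0013 and 0.070 were found for 58 genes of arachidonic acid metabolism, at percentiles 99.7, 29.8 and 100. For 67 genes of the metabolism of xenobiotics by cytochromes P450 they were 0.088, 0.090 and 0.23, at percentiles 100, 100 and 100. Of the genes in that list, 5 were raised at least 2-fold at 1 month, 10 at 2 months and 16 at 4 months. Lowered at least 2-fold were 1, 0 and 1 of them. The 2 arrays of a month gave medians with an SD of 0.023, 0.075 and 0.011 for the xenobiotics list and of 0.0078, 0.28 and 0.32 for fatty acid oxidation, and the medians of the latter had opposite signs on the 2 arrays at 2 months (-0.23 and 0.16) and at 4 months (-0.18 and 0.28). For arachidonic acid the arrays gave -0.029 and 0.13 at 2 months and 0.086 and 0.28 at 4 months, and for linoleic acid 0.16 and 0.23 at 2 months, both above the median of the averages. Single arrays gave higher xenobiotics medians than the averages in both dye orientations, 0.19, 0.14 and 0.38 with alcohol in Cy5 and 0.16, 0.25 and 0.39 with alcohol in Cy3.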

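At 2 or more months 53 probes were called as changed at least 2-fold, or 44 distinct gene names. This number was 40 after normexp and loess, 55 with the error-weighted average, 61 without the error filter and 301 at a threshold of 1.5-fold.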

To visualize the changes in both induction and repression of gene expression, the genes that had a change of more than 2 fold at two or more time points were subjected to a GEDI analysis. The SOM matrix (Figure 2) shows the time-dependent effect of chronic alcohol intake on liver gene expression.

**Figure 2:**
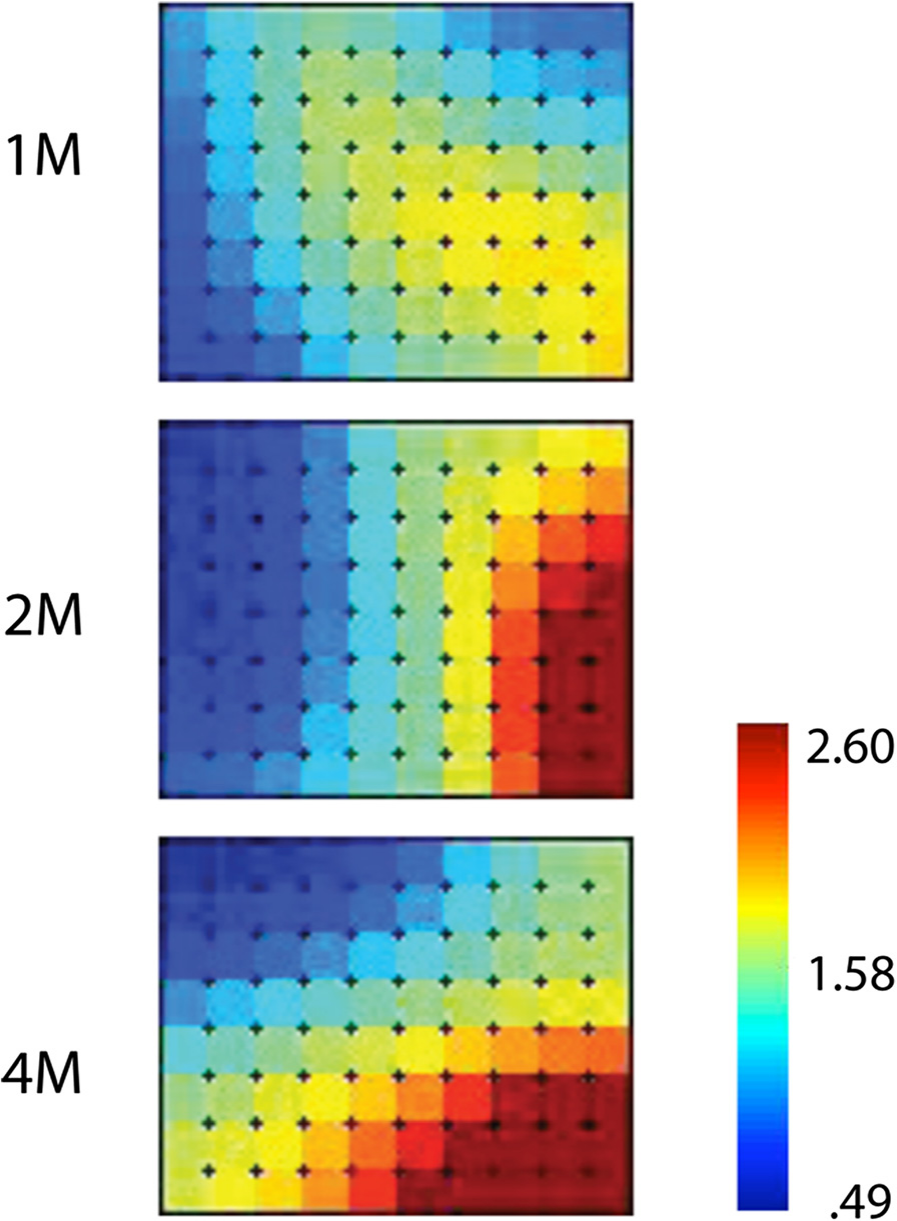
**Changes in gene expression during the four month treatment period as visualized with GEDI analysis using self-organizing maps (SOMs).** SOMs were constructed from data for 609 genes. Genes with the most robust induction were deep red while those most repressed were dark blue. Intermediate levels of change lie between these saturated colors.

### Changes in gene expression

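The 3 months, each with its own alcohol and control mice, are the only replicates the design offers for an effect of alcohol, and limma was used to test whether the 3 averaged log2 ratios differ from 0. Among 37922 probes, limma called 0 after Benjamini-Hochberg adjustment, with a smallest adjusted p of 0.106, and 3028 probes had an unadjusted p under 0.05. A t-test of the same 3 values without moderation, which the paper's array methods do not mention, called 0 after adjustment and 2247 without it. A pair of settings gave calls, normexp with loess (10 probes) and a restriction to the 27898 probes well above background in both channels on all 6 arrays (6 probes). The genes with the largest mean change among the 1197 of these 27898 probes that changed in the same direction on all 6 arrays were Cyp2b9, Cyp2b10, Cyp2b13, a probe named NAP026914-1 and Cyp4a10 (raised) and Hsd3b5, Arrdc3, Cyp7b1, Mup3 and Sucnr1 (lowered). Cyp2b10 was raised by 3.27, 2.77 and 4.03 on the log2 scale at 1, 2 and 4 months, and its limma effect was 3.36 (standard error 0.242, adjusted p = 0.221), with limma adjusted p of 0.0305 after normexp and loess and 0.0267 among the 27898 probes. For Cyp2b13 the log2 ratios were 3.40, 2.88 and 2.36 (limma adjusted p = 0.212, and 0.0139 and 0.0260 under the same 2 settings), but its other probe gave 1.23, 0.17 and 0.19. The log2 ratio of Cyp7b1 was -1.55, -1.42 and -1.64, an effect of -1.54 (standard error 0.0709, limma adjusted p = 0.106, and 0.00509 and 0.00671 under these settings). For Hsd3b5 it was -2.93, -2.04 and -4.83 (limma adjusted p = 0.601), and for Mup3 -0.89, -0.77 and -2.23, whereas the other Mup3 probe gave -0.12, -0.44 and -0.22. The Cyp2b genes are close paralogs, so their probes can detect each other's transcripts and the assignment to a single gene is uncertain.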

Two-dimensional clustering analysis revealed that the expression of certain genes was altered, either enhanced or repressed, at all time points in the alcohol treated animals. The “Trend” analysis in Rosetta Resolver was used to identify those signatures that showed progressively increased induction (These genes are listed in Additional file 4: Table S2).

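A slope of the log2 ratio on the log2 of the treatment time was fitted with limma to the 3 months. For the trend it called 0 of 37922 probes after Benjamini-Hochberg adjustment, with a smallest adjusted p of 0.616, while 2813 had an unadjusted p under 0.05. The unmoderated t-test called 1 probe after adjustment and 2119 without it. After normexp and loess limma called 60 probes, 27 with a positive and 33 with a negative slope. Of the 83 genes of Table S2, 68 have a probe of that name. Their deposited ratio rose at each step for 42, against 37 for the values listed in Table S2, and was higher at 4 months than at 1 month for 64. At 4 months 27 of the 68 were raised at least 2-fold on both arrays, 33 only on the array with alcohol in Cy3, 6 only on the array with alcohol in Cy5 and 2 on neither. In 33 of the 68 a pool was not well above background on either 4-month array. The fold is then only a limit where the other pool was well above background. Where neither pool was, as for S100a8, Smgc and Tph2, the fold is not a limit either. Gadd45b had log2 ratios of 0.20, 1.51 and 2.27 at 1, 2 and 4 months, with a slope of 1.03 per doubling of the treatment time (standard error 0.111, limma adjusted p = 0.616), and limma gave an adjusted p of 0.0167 after normexp and loess. Its other probe was not well above background in either pool at 1 month, and gave 2.95 at 2 months and 4.06 at 4 months (limma adjusted p = 0.616, and 0.0127 after normexp and loess). For Cyp3a16 the log2 ratios were 0.84, 1.31 and 2.44 (limma adjusted p = 0.616, and 0.0292 after normexp and loess). Pnliprp1, a pancreatic lipase-related gene, was not well above background in the control pool at 1 month, and its log2 ratio was 0.090 at 2 months and 2.42 at 4 months.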

Particular attention was paid to genes that are primarily expressed in liver. In particular, genes encoding proteins that can be readily identified in biofluids like blood, which would provide diagnostic simplification and were thus examined in more detail. *Igfbp1* is a gene that meets these criteria; it is expressed in liver, showed early and high levels of induction and its encoded protein, IGFBP1, can be readily quantified in blood by commercially available immunoassays. 

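Igfbp1 is measured by 1 probe of the array, A_51_P447545, which was well above background in both pools on all 6 arrays and saturated on none. At 1 month the alcohol pool was 0.853-fold the control pool, a log2 ratio of -0.23 (SD of the 2 arrays 0.23), with -0.39 on the array with alcohol in Cy5 and -0.063 on the other. At 2 months the ratio was 3.93-fold, or 1.97 on the log2 scale (SD of the 2 arrays 0.36), with 1.72 and 2.23 on the 2 arrays. At 4 months it was 6.66-fold, or 2.74 (SD 0.22), with 2.58 and 2.89. These SDs describe the repeat of the same pools and not the variation between mice. The increases at 2 and 4 months were larger than this technical spread, and the difference from 0 at 1 month was not. The paper's reported values in Table S2 are 1.66-, 3.89- and 6.67-fold. None of the settings tried raised Igfbp1 at 1 month, where the folds lay between 0.761 and 0.957. Over the 3 months the slope was 1.48 per doubling of the treatment time (standard error 0.219, limma adjusted p = 0.616 among all probes), and 1.47 with an adjusted p of 0.0242 from limma after normexp and loess. Relative to the 75th percentile of each channel, the log2 level of Igfbp1 in the alcohol pools was 1.66, 3.36 and 4.03 at 1, 2 and 4 months, and in the control pools 1.89, 1.39 and 1.29. The paper selected Igfbp1 because it is expressed in liver, showed early and high induction and encodes a protein that can be measured in blood.

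**Figure D3:**
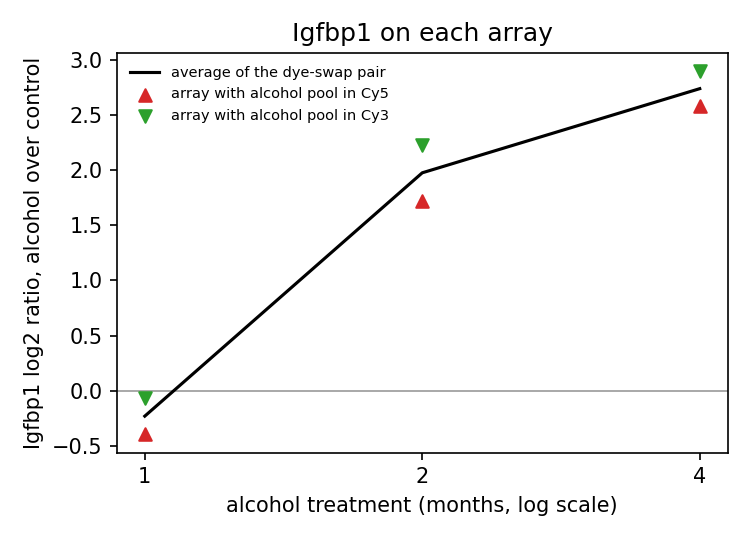
Log2 ratio of Igfbp1, alcohol over control (vertical axis), against the months of treatment (horizontal axis, log scale), with a triangle for each array and a line through the averages of the dye-swap pairs. Both arrays lie below 0 at 1 month, and the averages rise to 1.97 at 2 months and 2.74 at 4 months.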

The microarray data showed that the expression level of *Igfbp1* in liver tissue from mice on the alcohol diet was increased by 1.9-, 3.9- and 6.8-fold, respectively, after one-, two-, or four- month’s alcohol treatment.

### Validation of microarray findings on *Igfbp1*

To provide validation of the microarray data, qRT-PCR was performed on individual liver RNA samples. At two months and four months of alcohol consumption *Igfbp1* gene expression was significantly increased in liver tissue (Figure 3 upper panel). This result is consistent with the microarray data shown in Additional file 4: Table S2. Since IGFBP1 protein is known to be in blood, protein levels were measured in mouse sera by ELISA (Figure 3 lower panel). Alcohol treatment for two and four months significantly increased the levels (p-value of 0.002 and 0.001 respectively). The dot plot of serum IGFBP1 measurement is shown in Additional file 5: Figure S3 to display the individual variation of the tested samples. The changes in gene expression and protein level at the one-month time point were not statistically significant. At the later two time points, the increases in gene expression were similar to those seen for protein levels. For reasons not known, IGFBP1 protein levels in control groups at different time points varied to certain extent. At two-month serum IGFBP1 decreased by around 50% when compared with that of one-month control while the liver IGFBP1 mRNA expression level did not change significantly. At four-month both liver expression and serum protein level of IGFBP1 of control group are significantly lower than that of one-month control. Nevertheless alcohol feeding remarkably increased IGFBP1 on both liver mRNA expression and serum protein level, which are shown in measurements in Figure 3 and supported by the t-test results in Additional file 6: Table S3.

**Figure 3:**
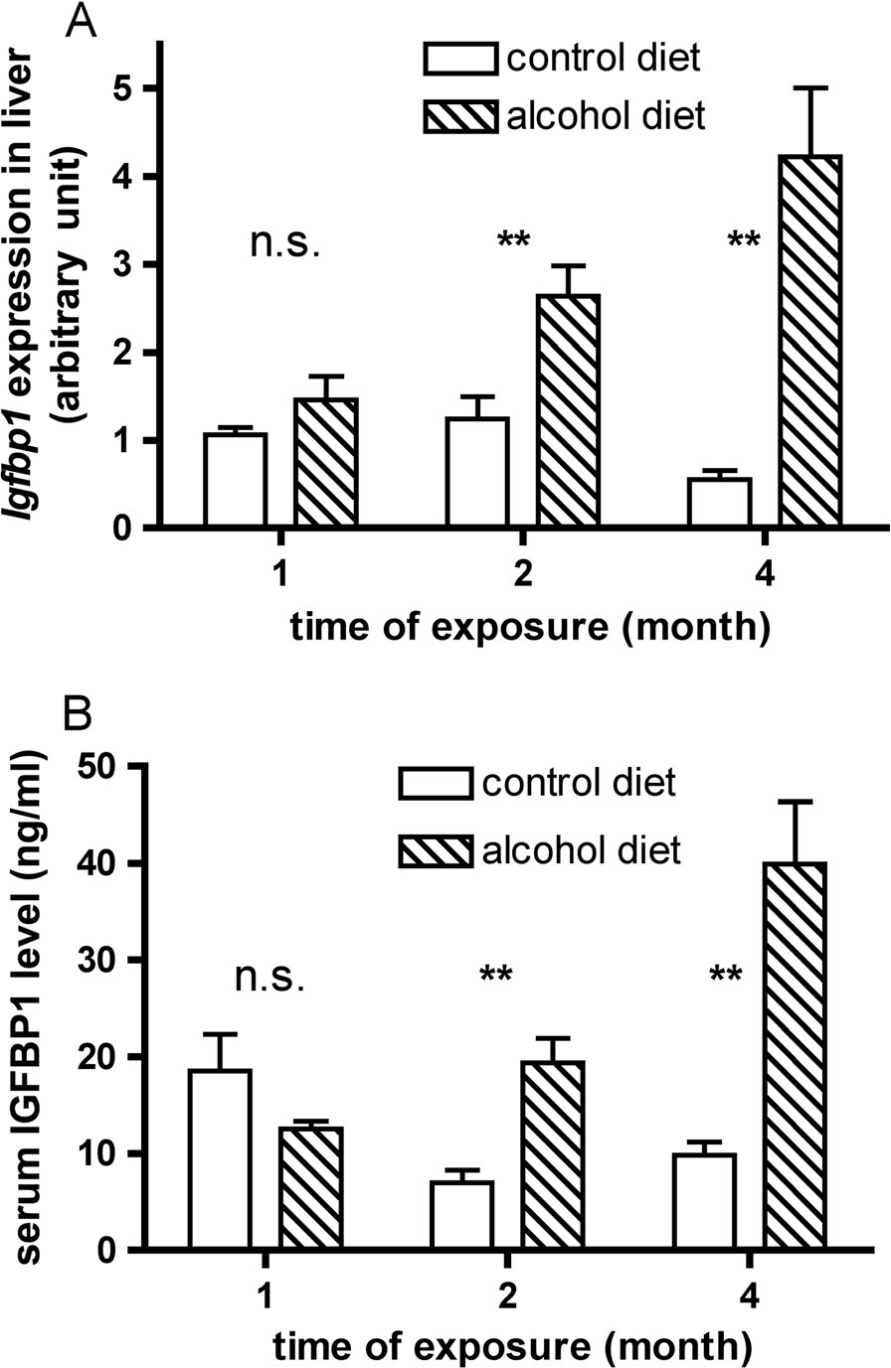
**Validation of results for mRNA and serum protein levels of IGFBP1. (A)** qRT-PCR was used to validate hepatic *Igfbp1* gene expression. The open bars were the control mice; black bars were for the alcohol-treated animals. **(B)** Serum levels of IGFBP1 protein measured by ELISA. Increases in the protein levels generally mimicked changes seen for microarray and qRT-PCT results. Data were for samples from individual mice, six animals in each group. For statistical significance, “n.s.” stands for no significance; “**” indicates a significant difference with a p-value less than 0.01.

## Discussion

Transcriptomic analysis was applied to screen for markers of early-stage pre-ALD in mice treated for up to four months with 4% alcohol by liquid diet. *Igfbp1* was identified as a particularly useful biomarker gene for alcohol-induced disease because its expression is liver-related, and expression increased significantly and progressively over the course of treatment. Furthermore IGFBP1 protein, which is readily detectable in mouse or human serum by a commercially available ELISA assays, also increased significantly and thus may be to be a good candidate for clinical use in humans.

Transcriptomics has been used to analyze changes in gene expression in liver associated with alcohol treatment of several species including mice and rats [18-23]. Although the pathways affected were generally the same from study to study, differences in feeding systems and other experimental parameters make it difficult to directly compare results. For instance the changes in gene expression were very different in two rat strains treated in different ways, i.e., Sprague–Dawley rats employing voluntary alcohol intake and Wistar rats treated via intragastric introduction of alcohol [27]. In the present study, induction of genes involved in the metabolism of fatty acids, lipids, nucleotides, and glutathione, as well as metabolism of xenobiotics, were observed, consistent with previous publications. These results are similar to the gene-profiling study in the C57Bl/6 mouse model of four weeks’ intragastric ethanol infusion [18]. 

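Among 37 genes of glutathione metabolism the median log2 ratio was 0.15, 0.065 and 0.13 at 1, 2 and 4 months, at percentiles 100, 99.4 and 100 of the random lists. The SD between the 2 arrays was 0.019, 0.17 and 0.13, no smaller than the glutathione medians at 2 and 4 months, where the single arrays gave 0.016 and 0.25 at 2 months and 0.10 and 0.28 at 4 months, all above 0. Of the lipid genes, 17 genes of fatty acid synthesis had medians of -0.31, -0.045 and -0.012, at percentiles 0, 10.4 and 45.8, and 20 genes of cholesterol synthesis 0.14, 0.049 and -0.12, at percentiles 100, 90.9 and 0. The SDs between the medians of the single arrays were 0.039, 0.20 and 0.34 for fatty acid and 0.032, 0.20 and 0.27 for cholesterol synthesis. At 2 and 4 months the medians of both lists were smaller in size than these SDs, and those of the 2 arrays had opposite signs. For fatty acid synthesis they were -0.23 and 0.050 at 2 months and -0.40 and 0.083 at 4 months, and for cholesterol synthesis -0.13 and 0.16 at 2 months and -0.31 and 0.065 at 4 months. Nucleotide metabolism was not analysed here.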

We observed changes of pathways and also genes such as induction of glutathione S-transferases and cytochromes P450. 

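The 21 genes named as glutathione S-transferases had a median log2 ratio of 0.26, 0.0085 and 0.15 at 1, 2 and 4 months, at percentiles 100, 60.5 and 100 of the random lists, with 16, 11 and 14 of them above 0. The medians of the 2 single arrays had an SD of 0.0037, 0.075 and 0.050, which is above the median of the averages at 2 months. Both arrays lay above 0 there, at 0.14 and 0.25. At 1 month the arrays gave 0.20 and 0.19, both below the 0.26 of the averages, so this SD does not measure the error of that median. For 56 genes of the cytochrome P450 families 1 to 4 the medians were 0.14, 0.072 and 0.080, at percentiles 100, 100 and 100, and 6, 12 and 16 genes were raised at least 2-fold while 0 were lowered. The SD between the arrays was 0.015, 0.10 and 0.11, above the P450 medians at 2 and 4 months. The single arrays with alcohol in Cy5 and Cy3 gave P450 medians of 0.16 and 0.18 at 1 month, -0.00072 and 0.14 at 2 months and 0.16 and 0.32 at 4 months, and the mean over each gene's probes gave 0.096, -0.0093 and 0.086.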

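Cyp2a4 was raised 1.62-fold at 1 month, 1.83-fold at 2 months and 2.29-fold at 4 months in the alcohol pool, with an SD of the log2 ratios between the 2 arrays of 0.015, 0.80 and 0.062, and its other probe gave 1.59-, 1.83- and 2.12-fold. Its mean log2 ratio over the 3 months was 0.92 (standard error 0.110, limma adjusted p = 0.601). For Cyp2c29 the folds were 1.55, 1.76 and 5.60, with log2 ratios of 2.93 and 2.04 on the 2 arrays of 4 months and a limma adjusted p of 0.620 for the effect over the months. Cyp2b9 was raised 6.65-, 2.15- and 3.65-fold on the brighter of its probes and 20.1-, 10.8- and 14.8-fold on the other, so the probes differ in size and not in direction. All of these ratios lay above 0 on each of the 6 arrays. The limma adjusted p of the second Cyp2b9 probe was 0.106, 0.0139 after normexp and loess, and 0.00671 when only probes well above background in both channels were tested.

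**Figure D4:**
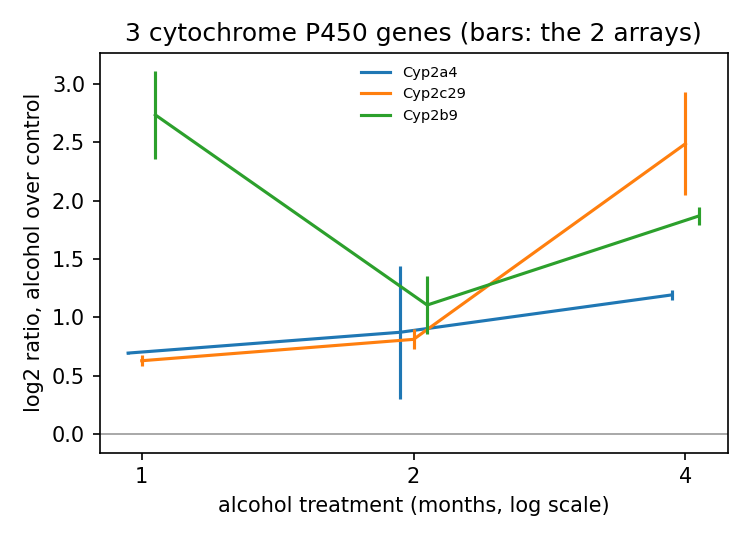
Log2 ratio, alcohol over control (vertical axis), of the brighter probe of Cyp2a4, Cyp2c29 and Cyp2b9 against the months of treatment (horizontal axis, log scale). Lines join the averages of the dye-swap pairs and vertical bars span the 2 arrays, all of which lie above 0.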

In the cytochromes P450 family, the specific members including *Cyp2a4*, *Cyp2c29*, and *Cyp2b9* showed induction by alcohol in both studies.

In this study transcriptomics profiling was performed on pooled samples from each group to obtain the differentially expressed genes. Statistical implications of such sample pooling have been discussed [28-30]. In theory, if individual variations in levels of gene expression have a normal distribution then pooling samples could serve to reduce the variance [28,29]. On the other hand, pooling may hide values for outliers so as to cause loss of actual information. In a study of rat liver responses to various toxic agents, the transcriptomics microarray results were compared for the pooled data and for individual samples and about 90 percent of the transcript changes seen in the pooled samples were also found in the individual samples [30]. However, 50% more expression changes were observed in the individual samples than were observed in the pooled samples, although most of these excess changes were subtle. The objective of this study was to identify biomarkers that are robustly altered by alcohol intake. In addition, subtle gene expression changes are usually associated with low reproducibility. Therefore, we applied the sample pooling method with the understanding that we might miss some genes that were modestly altered by alcohol, but which allowed us to narrow down the search for the genes with more robust changes. To assess the individual variation of the selected biomarker, individual liver RNA and serum samples were used for gene expression and serum protein validation assays (Figure 3).

We here showed the association of early pre-ALD conditions with increased *Igfbp1* expression and increased levels of IGFBP1 protein in serum. This protein is strongly expressed in liver and kidney and circulates in the plasma. The association of alcohol intake and increased levels of IGFBP1 was reported in rodents and humans, primarily after acute exposure [31-34]. Several studies showed an acute increase in levels of IGFBP1 in normal human subjects and in alcohol abusers within 8 hours of alcohol ingestion [32-34]. In a study in humans, IGFBP1 levels were increased in human serum after a single dose of alcohol had been administration to nine healthy volunteers [31]. In patients with alcoholic liver cirrhosis and ascites, the IGF affinity profile of the IGFBP family was found markedly altered [35]. However from these human studies, it remained unclear whether increased levels of IGFBP1 persisted with chronic alcohol consumption and if it did, whether levels continue to increase in parallel with the development of ALD.

Only two studies were found on regulation and levels of IGFBP1 with chronic alcohol exposure in animals [36,37]. In rodents chronically exposed to alcohol, the rats were fed on alcohol-agar blocks that contained over 30% alcohol. The doses used far exceeded those possible in human consumption. In addition, only one time-point was used in these studies, which made it impossible to assess the development and progress of chronic alcohol induced liver pathological changes and to address how *Igfbp1* expression change associated with the progress. In our study, a four-month liquid diet feeding was carried out with 4% alcohol and samples collected after one, two and four months. The concentration of our feeding scheme was closer to the consumption of chronic alcoholics in human. The mRNA expression and the serum protein levels of IGFBP1 increased gradually along the time course of the alcohol exposure. The finding of lower serum IGFBP1 levels associated with nonalcoholic fatty liver disease [38] suggests that increased IGFBP1 expression may be caused by alcohol consumption.

## Conclusion

Hepatic expression of *Igfbp1* gene and serum level of IGFBP1 protein were found progressively increased during the four months’ treatment course. Histopathology showed mild fat deposition in alcohol-fed mice. The results indicate that in conjunction with other tests, IGFBP1 protein in serum could provide an easily measured biomarker for early detection of pre-ALD.

## Abbreviations

ALD: Alcohol-induced liver disease; pre-ALD: Pre-clinical stages of alcohol-induced liver disease; IGFBP1/Igfbp1: Insulin-like growth factor binding protein 1; CT: Computerized tomography; MRI: Magnetic resonance imaging; SOD: Superoxide dismutase; NSE: Neuron-specific enolase; GEDI: Gene expression dynamics inspector; SOM: Self-organizing map; qRT-PCR: Quantitative reverse transcription PCR; ELISA: Enzyme-linked immunosorbent assay.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

HHL was responsible for experimental design, data collection, data analysis, literature search and drafting the manuscript. KD was responsible for animal care protocol development and treatment. AJF was the principle investigator and was responsible for obtaining funding and study supervision. AJF, ADP, and FJG provided input on study design, data interpretation, and manuscript preparation. All authors critically reviewed the manuscript before its final version. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Figure S1 Liver histology (HE staining) of wild-type 129Sv mice after control (A, C, & E) and 4% alcohol containing (B, D, & F) liquid diet. Click here for file

Additional file 2: Figure S2 Oil red O staining of liver samples. Click here for file

Additional file 3: Table S1 Number of signatures with the fold change of more than 2 with p-value less than 0.05. Click here for file

Additional file 4: Table S2 The fold change of the genes that show consistently increased induction along the alcohol treatment course. Click here for file

Additional file 5: Figure S3 Dot plot of the serum IGFBP1 protein levels. Click here for file

Additional file 6: Table S3 T-test of IGFBP1 level validation results. Click here for file

# Supplementary material for: Identification of serum insulin-like growth factor binding protein 1 as diagnostic biomarker for early-stage alcohol-induced liver disease
**Source:** J Transl Med. 2013 Oct 23;11:266. doi: 10.1186/1479-5876-11-266
**Supplement:** Additional file 1: Figure S1 — Liver histology (HE staining) of wild-type 129Sv mice after control (A, C, & E) and 4% alcohol containing (B, D, & F) liquid diet.

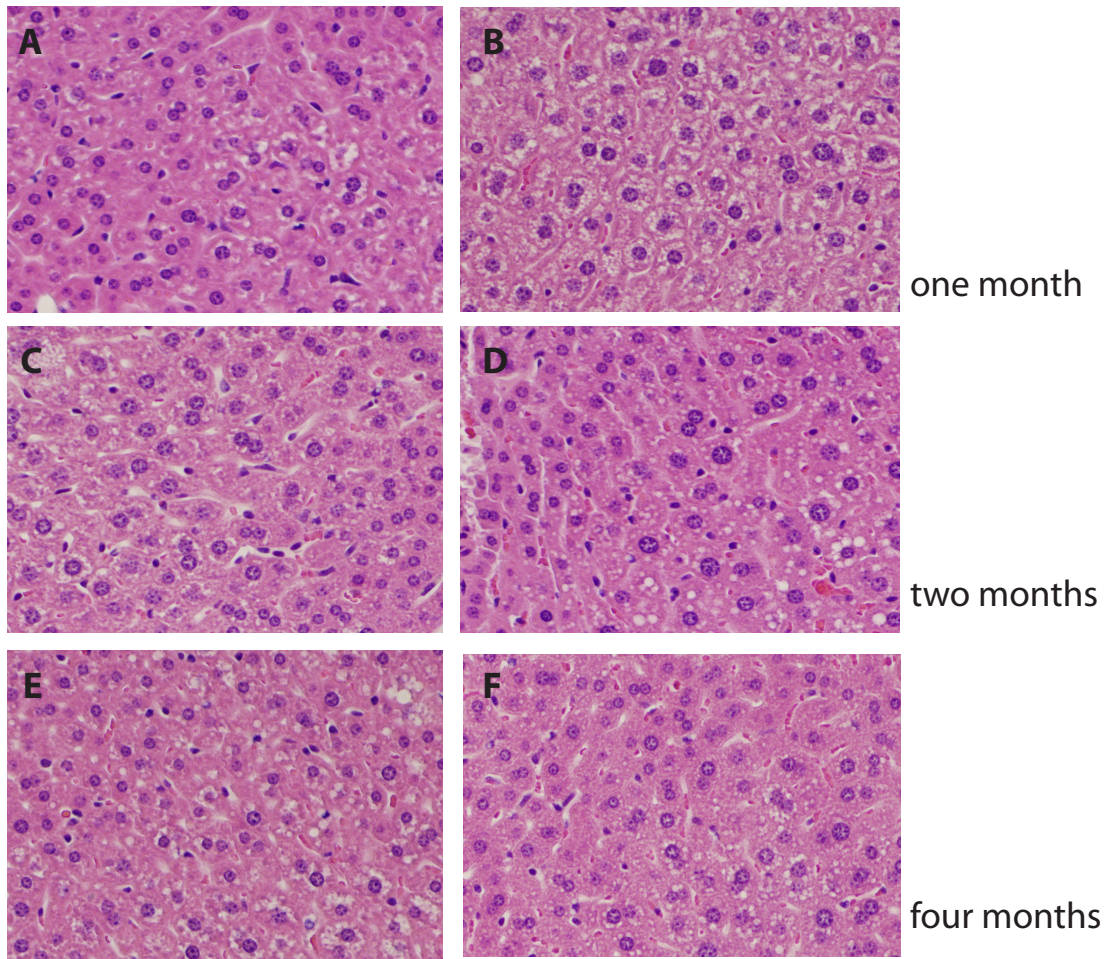

Supplement figure 1 Liver histology (HE staining) of wild-type 129Sv mice after control (A, C, & E) and 4% alcohol containing (B, D, & F) liquid diet.

# Supplementary material for: Identification of serum insulin-like growth factor binding protein 1 as diagnostic biomarker for early-stage alcohol-induced liver disease
**Source:** J Transl Med. 2013 Oct 23;11:266. doi: 10.1186/1479-5876-11-266
**Supplement:** Additional file 3: Table S1 — Number of signatures with the fold change of more than 2 with p-value less than 0.05.

Supplement Table 1 Number of signatures with the fold change of more than 2 with p-value less than 0.05

|            | Induction | Repression |
|------------|-----------|------------|
| One month  | 158       | 187        |
| Two month  | 115       | 94         |
| Four month | 216       | 165        |

# Supplementary material for: Identification of serum insulin-like growth factor binding protein 1 as diagnostic biomarker for early-stage alcohol-induced liver disease
**Source:** J Transl Med. 2013 Oct 23;11:266. doi: 10.1186/1479-5876-11-266
**Supplement:** Additional file 4: Table S2 — The fold change of the genes that show consistently increased induction along the alcohol treatment course.

Supplement Table 2. The fold change of the genes that show consistently increased induction along the alcohol treatment course

| Primary Sequence Name | Description                                             | One Month | Two Months | Four Months |
|-----------------------|---------------------------------------------------------|-----------|------------|-------------|
| Cyp2b10               | cytochrome P450, family 2, subfamily b, polypeptide 10  | 3.50      | 7.00       | 14.12       |
| Gadd45b               | growth arrest and DNA-damage-inducible 45 beta          | 1.34      | 5.40       | 9.57        |
| Igfbp1                | insulin-like growth factor binding protein 1            | 1.66      | 3.89       | 6.67        |
| Cyp2c29               | cytochrome P450, family 2, subfamily c, polypeptide 29  | 1.69      | 1.76       | 5.43        |
| Pnliprp1              | pancreatic lipase related protein 1                     | 1         | 1.06       | 5.20        |
| Cyp3a16               | cytochrome P450, family 3, subfamily a, polypeptide 16  | 2.39      | 2.47       | 5.19        |
| Reg3d                 | regenerating islet-derived 3 delta                      | 1         | 1.32       | 5.01        |
| Cyp3a11               | cytochrome P450, family 3, subfamily a, polypeptide 11  | 2.21      | 2.44       | 4.94        |
| Cyp3a44               | cytochrome P450, family 3, subfamily a, polypeptide 44  | 2.00      | 2.10       | 4.82        |
| Fmo3                  | flavin containing monooxygenase 3                       | 1.09      | 1.05       | 4.65        |
| 1810049H19Rik         | RIKEN cDNA 1810049H19 gene                              | 1.04      | 1.01       | 4.60        |
| Reg2                  | regenerating islet-derived 2                            | 1         | -1.05      | 4.48        |
| Rgs1                  | regulator of G-protein signaling 1                      | 2.05      | 1.78       | 4.43        |
| Cyp2b9                | cytochrome P450, family 2, subfamily b, polypeptide 9   | 1.40      | 3.89       | 4.34        |
| Cpb1                  | carboxypeptidase B1 (tissue)                            | 1         | 1.03       | 4.33        |
| Cyp3a41a              | cytochrome P450, family 3, subfamily a, polypeptide 41A | 2.14      | 2.20       | 4.22        |
| Lhfp11                | lipoma HMGIC fusion partner-like 1                      | 1.03      | -1.29      | 3.95        |
| Cubn                  | cubilin (intrinsic factor-cobalamin receptor)           | 1         | 1.00       | 3.95        |
| Cyp2c39               | cytochrome P450, family 2, subfamily c, polypeptide 39  | 1.38      | 2.10       | 3.59        |
| Cyp2a5                | cytochrome P450, family 2, subfamily a, polypeptide 5   | 2.12      | 2.00       | 3.48        |
| Abcd2                 | ATP-binding cassette, subfamily D (ALD), member 2       | 1.22      | 1.82       | 3.27        |
| Jun                   | Jun oncogene                                            | 1.10      | 2.52       | 3.27        |
| Olf1228               | olfactory receptor 1228                                 | 1.20      | 1.51       | 3.26        |
| Zfp583                | zinc finger protein 583                                 | 1         | 1.08       | 3.20        |
| 4930430M16Rik         | RIKEN cDNA 4930430M16 gene                              | 1         | 1.00       | 3.12        |
| B930079E06            | hypothetical protein B930079E06                         | 1.04      | 1.00       | 3.11        |
| LOC620760             | hypothetical protein LOC620760                          | 1         | 1.48       | 3.07        |
| 1500002O10Rik         | RIKEN cDNA 1500002O10                                   | 1         | 1.05       | 2.95        |

|                    |                                                                                          |      |       |      |
|--------------------|------------------------------------------------------------------------------------------|------|-------|------|
| ENSMUSG00000054651 | predicted gene,<br>ENSMUSG00000054651                                                    | 1    | 1.00  | 2.18 |
| A430090E18Rik      | RIKEN cDNA A430090E18<br>gene                                                            | 1    | 1.00  | 2.16 |
| Rnase1             | ribonuclease, RNase A family,<br>1 (pancreatic)                                          | 1.31 | 1.04  | 2.16 |
| A330049M09Rik      | RIKEN cDNA A330049M09<br>gene                                                            | 1    | -1.20 | 2.16 |
| ENSMUSG00000053412 | predicted gene,<br>ENSMUSG00000053412                                                    | 1.02 | -1.23 | 2.14 |
| 4930426L09Rik      | RIKEN cDNA 4930426L09<br>gene                                                            | 1    | 1.22  | 2.13 |
| Olf619             | olfactory receptor 619                                                                   | 1    | -1.12 | 2.13 |
| 1700022E09Rik      | RIKEN cDNA 1700022E09<br>gene                                                            | 1    | 1.39  | 2.12 |
| 4933425B07Rik      | RIKEN cDNA 4933425B07<br>gene                                                            | 1    | 1.25  | 2.10 |
| Olf670             | olfactory receptor 670                                                                   | 1    | 1.00  | 2.09 |
| D930043O14Rik      | RIKEN cDNA D930043O14<br>gene                                                            | 1    | -1.10 | 2.09 |
| A630080F05Rik      | RIKEN cDNA A630080F05<br>gene                                                            | 1    | 1.03  | 2.08 |
| BC057022           | cDNA sequence BC057022                                                                   | 1    | 1.07  | 2.08 |
| EG432743           | predicted gene, EG432743                                                                 | 1.04 | 1.65  | 2.06 |
| BC037438           | cDNA sequence BC037438<br>expressed sequence                                             | 1    | -1.37 | 2.06 |
| Al839979           | Al839979                                                                                 | 1    | 1.53  | 2.05 |
| Tph2               | tryptophan hydroxylase 2                                                                 | 1    | 1.09  | 2.04 |
| C130034I18Rik      | RIKEN cDNA C130034I18<br>gene                                                            | 1    | -1.28 | 2.04 |
| Ccl6               | chemokine (C-C motif) ligand<br>6                                                        | 1.23 | 1.51  | 2.03 |
| Snap91             | synaptosomal-associated<br>protein 91                                                    | 1    | -1.15 | 2.03 |
| 6430500C12Rik      | RIKEN cDNA 6430500C12<br>gene                                                            | 1    | 1.00  | 2.03 |
| ENSMUSG00000053880 | predicted gene,<br>ENSMUSG00000053880                                                    | 1.17 | 1.00  | 2.02 |
| Mcm6               | minichromosome<br>maintenance deficient 6 (MIS5<br>homolog, S. pombe) (S.<br>cerevisiae) | 1.31 | 1.20  | 2.02 |
| ENSMUSG00000053802 | predicted gene,<br>ENSMUSG00000053802                                                    | 1    | 1.72  | 2.01 |
| Aplp1              | amyloid beta (A4) precursor-<br>like protein 1                                           | 1    | 2.08  | 1.85 |

# Supplementary material for: Identification of serum insulin-like growth factor binding protein 1 as diagnostic biomarker for early-stage alcohol-induced liver disease
**Source:** J Transl Med. 2013 Oct 23;11:266. doi: 10.1186/1479-5876-11-266
**Supplement:** Additional file 6: Table S3 — T-test of IGFBP1 level validation results.

Supplement Table 3. T-test of IGFBP1 level validation results

A. T-test results of liver IGFBP1 mRNA measurements by qRT-PCR

| p-value    | 2m_control | 4m_control | 1m_ethanol | 2m_ethanol | 4m_ethanol |
|------------|------------|------------|------------|------------|------------|
| 1m_control | 0.90       | 0.002      | 0.95       | n.a.       | n.a.       |
| 2m_control |            | 0.02       | n.a.       | 0.005      | n.a.       |
| 4m_control | 0.02       |            | n.a.       | n.a.       | 0.0003     |
| 2m_ethanol | 0.005      | n.a.       | 0.005      |            | 0.08       |
| 4m_ethanol | n.a.       | 0.0003     | 0.002      | 0.08       |            |

B. T-test results of serum IGFBP1 protein measurements by ELISA

| p-value    | 2m_control | 4m_control | 1m_ethanol | 2m_ethanol | 4m_ethanol |
|------------|------------|------------|------------|------------|------------|
| 1m_control | 0.008      | 0.04       | 0.13       | n.a.       | n.a.       |
| 2m_control |            | 0.14       | n.a.       | 0.0002     | n.a.       |
| 4m_control | 0.14       |            | n.a.       | n.a.       | 0.0001     |
| 2m_ethanol | 0.0002     | n.a.       | 0.01       |            | 0.007      |
| 4m_ethanol | n.a.       | 0.0001     | 0.0003     | 0.007      |            |

p-value less than 0.05 is considered statistically significant. The grids corresponding to the same group are filled in grey. “n.a.” means that t-test result is not available for this pair since the comparison is not biologically meaningful.

How the deposited data were processed for this re-analysis (not part of the article)

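Liver RNA of 6 alcohol-treated and 6 control mice was pooled at each of 1, 2 and 4 months, and each pair of pools was hybridized on 2 two-color arrays with exchanged dyes. The authors deposited the Feature Extraction 9.1.1.1 output of the 6 arrays, with the signal intensity of each channel after background correction and dye normalization, and the log10 ratio of Cy5 over Cy3 of each spot with its modeled error. The authors also deposited a table of log ratios of the same arrays, which was within 0.02 log2 of the scanner ratios for 100% of the 40929 probes with 1 spot and was used as an alternative. The deposited p-value of a log ratio is technical and was not used as a test of alcohol. The Rosetta Resolver analysis, the Ingenuity analysis and the self-organizing maps of the paper were not repeated, since their settings and databases were not used here.

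From the deposited log10 ratios, the ratio of each array was turned to alcohol over control using the dyes given for it, multiplied to the log2 scale, averaged over spots of a probe (245 probes have 10 spots) and averaged over the dye-swap pair, as the methods of the paper describe. Control spots were left out, and 0 spots carried an outlier flag. A probe was called as changed at 2-fold with an error-model p below 0.05. A probe that was not well above background in a pool on both arrays of a month has only a limit there. The limit is computed from single channels after loess and Aquantile normalization, which is open to dye bias. Where neither pool was well above background, the ratio is not a limit. Of the probes, 25510 carry a RefSeq accession and 22951 were matched to a current symbol through a table of the mouse assembly GRCm38.p6; the other probes kept the name in the files, and no coordinates are given. A probe without a match can enter a gene list beside a matched probe of the same gene, which happened once in each of 4 lists (acinar, female-predominant, fasting and fatty acid synthesis). Where a symbol has several probes, the one with the highest mean signal is named first.

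Tests used limma 3.58.1 in R 4.3.3 on the 3 monthly log2 ratios, as 3 replicates, over 37922 probes well above background in at least 1 channel on at least 1 array, with Benjamini-Hochberg adjustment at 0.05. The effect was tested against 0 and the trend as a slope on the log2 of the month (0, 1 and 2), which leaves 2 residual degrees of freedom for the effect and 1 for the trend before moderation. On simulated values with 200 changed probes, drawn 10 times, the effect test recovered 78.2%, 96.7% and 99.4% of changes of 1, 2 and 3 on the log2 scale, and 5.33%, 5.00% and 4.63% of its calls were unchanged probes. The trend test recovered 7.10%, 97.6% and 99.4%, with 6.00% and 6.67% unchanged at the larger slopes of 2 and 3, slightly above the nominal 5%. Each simulated effect was equal at all 3 months and each simulated trend was an exact line, with normal noise added. The recovered shares therefore do not hold for real changes whose size varies between the months. Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

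The 27 gene lists were fixed before the data were examined: pancreas acinar, pancreas endocrine, salivary gland, blood, female-predominant liver, male-predominant liver, circadian day phase, circadian night phase, immediate early, fasting, PPAR-alpha targets, CAR and PXR targets, xenobiotics by cytochrome P450, linoleic acid metabolism, arachidonic acid metabolism, fatty acid oxidation, fatty acid synthesis, cholesterol synthesis, glutathione metabolism, NRF2 targets, tryptophan metabolism, acute phase and inflammation, fibrosis, IGF axis, housekeeping, cytochrome P450 families 1 to 4 and glutathione S-transferases. They were written from general knowledge of these pathways and tissues, so their membership is a choice. A list's median log2 ratio was placed among 10000 random lists of the same size, matched in 20 bins of mean signal; a median outside the percentiles 2.5 to 97.5 was treated as standing apart. On simulated values, lists of 20 genes were placed among 1000 random lists. There 0 of 20 unchanged lists and 20 of 20 lists shifted by 0.5 log2 lay above the upper bound. The simulated values were drawn independently for each gene. The check therefore does not cover lists whose genes vary together, as with a shared dye effect, or shifts smaller than 0.5. The 3 further lists, the sex-dependent lists without P450 genes and the acinar list without the genes of Table S2, were derived from them. Genes named in the text are those the paper names, those of Table S2 and of the lists, and the 5 raised and 5 lowered genes with the largest mean log2 ratio among probes well above background in both channels and changed in the same direction on all 6 arrays. Xist and the Y-chromosome genes Ddx3y, Eif2s3y, Uty and Jarid1d are also named, for the test of female mice in the alcohol pools.

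The alternatives were normexp background correction (offset 50) with loess, the deposited table of log ratios, an error-weighted average, each array of a pair alone, filters on dim probes, median centring, other thresholds, distinct gene names, other probe rules, other channel scalings, leaving out each month, another time scale, a t-test without moderation and, added later, the joining of unmatched probes by array name. The paper names a t-test in its statistics section, but its array methods do not mention it. The SD of the 2 arrays of a month is a technical spread, and in the comparison of settings a value without a test was treated as moved when it shifted by more than this SD, a correlation by more than 0.1 and a count by more than 1.5 times. For a gene list it is the SD of the 2 single-array medians. The median of the averaged ratios need not lie between these, so the SD is only a rough guide to its error. The share of spots well above background, 73.3% to 90.3%, limits what the arrays can show for weakly expressed genes.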

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

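The tests of P450 induction alone and the joining of unmatched probes were chosen after the results were seen, and the other tests of explanations in this part were set before the results they measure.

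Igfbp1 moved in different directions between time points. Both 1-month arrays lay below 0 (average log2 ratio -0.23), while all arrays of 2 and 4 months lay above 0. The opposite direction at 1 month was not tested as such, and the 1-month value was within the spread of its 2 arrays. The slope over the months was tested with limma, with an adjusted p of 0.616, and 0.0242 after normexp and loess. A fall of the level in the control pools as the whole cause of the rising ratio is argued against by the alcohol pools, whose log2 level rose by 2.37 from 1 to 4 months while the control pools fell by 0.59. With the median in place of the 75th percentile for scaling, these changes were 2.92 and -0.047, and with quantile scaling of the channels 2.73 and -0.74. These levels compare arrays of different slides, and a slide effect on the level of this probe cannot be excluded. In the paper's qRT-PCR of individual mice, the 4-month controls were significantly lower than the 1-month controls. The alcohol groups of these months also differed significantly there. A fasting state at killing stays open. The fasting list had medians of 0.030, 0.31 and 0.51 at 1, 2 and 4 months, at percentiles 78.2, 100 and 100, although at 2 months the SD of the 2 arrays was 0.30. Of its 14 genes 6 are also in the PPAR-alpha list and 0 are matched to Table S2. A different hour of killing, or a shifted clock, stays open as well, as the circadian lists show. Alcohol itself may alter feeding and daily rhythm, and these pools do not separate such an effect from a difference in handling. In the paper, daily diet intake and body weight did not differ significantly between the groups. That speaks against a lasting difference in intake but does not settle the hours before killing.

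The circadian lists, which the paper does not discuss, moved in opposite directions at the later months. The 12 day-phase genes had a median log2 ratio of -0.26 at 2 months and -0.23 at 4 months (percentiles 0 and 0.01), and the 6 night-phase genes 0.14 and 0.24 (percentiles 97.8 and 99.8). At 1 month both were slightly lowered, at -0.073 and -0.10. The night-phase median at 2 months was smaller than the SD of its 2 arrays, 0.21, which gave 0.032 and 0.33, and that at 4 months for the day phase about equal to its SD, 0.22. The hour of killing is not compared between groups here, so a technical difference in hour and a biological shift both remain possible explanations.

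Genes with higher expression in male liver were lowered at every month. The 23 genes had median log2 ratios of -0.81, -0.26 and -0.83, below all random lists, and the largest fall was that of Hsd3b5, with -2.93, -2.04 and -4.83. The 19 female-predominant genes were raised, with 0.20, 0.19 and 0.61. A shift of sex-dependent expression was expected to move the lists in opposite directions, and they did so at each month. Female mice in the alcohol pools are argued against. They were expected to raise Xist and lower the transcripts of the Y chromosome on both arrays of each month. The median of Ddx3y, Eif2s3y, Uty and Jarid1d was -0.13, -0.070 and -0.18, and 2, 2 and 3 of the 4 genes were lowered on both arrays. A mixture with female mice cannot lower male-predominant genes by more than these transcripts, an argument added after the values were seen, and the male-predominant medians lie below the Y medians at each month, although at 2 months the lowest Y gene was at -0.29. Xist was -0.18, 0.18 and 0.12, with different signs on the 2 arrays of each month. Induction of P450 genes alone is argued against by the male-predominant list without them, at -0.89, -0.26 and -0.83, where the SD of the 2 arrays at 1 month was 0.55. The female-predominant list without them was 0.10, 0.026 and 0.37, inside the random lists at 2 months and, with unmatched probes joined by array name, also at 1 month (0.077, percentile 93.4), so for the raised genes at these months P450 induction stays open. A shift in sex-dependent expression is a hypothesis found and tested on the same pools, and an effect of altered growth hormone secretion or of reduced feeding was not tested. On feeding, the paper reports diet intake and body weight without a significant difference between the groups.

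Acinar genes of the pancreas outside Table S2 were raised at 4 months, with a median log2 ratio of 0.39 (percentile 100), against -0.015 at 1 month and 0.037 at 2 months. The list of 22 holds Cela1 a second time under the name Ela1. With unmatched probes joined by array name, 21 genes remain, all 21 above 0 on average and 15 of them on both arrays, with a median of 0.38 (percentile 100) at 4 months, -0.0015 at 1 month and 0.051 at 2 months. The list includes Elane, which the array names Ela2 and which is not an acinar gene, at 0.099. The SD of the list's median between the 2 arrays was 0.22. Cela2a was raised by 3.75, with 3.78 and 3.72 on the 2 arrays. Of the genes with the highest control signals, Ctrb1 rose by 0.25 from 18542, Sycn by 0.11 from 17812, Ctrc by 0.40 from 13929, Clps by 0.26 from 9949, Ctrl by 0.014 from 9003, Cel by 0.27 from 6784 and Amy2 by 0.38 from 6680. Such high control signals would hide a small share of pancreatic RNA, so a small ratio of these genes decides nothing. The test could have come out the other way and is consistent with some pancreatic tissue in the 4-month alcohol pool. Expression of these enzymes in the liver itself was not tested and stays open.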

How the results depend on the processing

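The regression on the dye component and the joining of unmatched probes by array name were chosen after the data were examined, and all other alternatives were listed before.

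Of the values compared between settings, 647 that answer a comparison stayed within their spread, 155 moved beyond it and 9 reversed, and of those of single named genes 113 stayed and 4 moved; the cause was not tested unless given. These numbers leave out 20 and 117 values that could not move, those after median centring and those of single genes on a single array, which always lies within the SD of its pair. A value counts as reversed here only if it stood apart to begin with, as a list median outside the bounds of its random lists, a correlation of at least 0.1 or a log2 value of at least 1, and then changed sign. The sign also changed for 9 of the moved values, 22 of those within their spread and 1 single gene on a single array, values that did not stand apart. Igfbp1 kept its direction at 2 and 4 months under every setting run, with folds of 3.30 to 4.69 at 2 months and 5.97 to 7.44 at 4 months, and stayed below 1 at 1 month. Of these settings only normexp with loess computed the ratios anew, and the others reuse the same 2 deposited ratios of each month.

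limma called 0 probes for the effect over the months in the deposited ratios, 10 after normexp and loess and 6 among probes well above background in both channels, where fewer probes were tested. Leaving out each month in turn gave from 0 to 0 calls, with 4334 probes at an unadjusted p under 0.05 without 1 month, 1862 without 2 months and 1563 without 4 months, against 3028 with all. For the trend limma called 0, normexp and loess 60 and the t-test without moderation 1; 2813 probes had an unadjusted p under 0.05. Slide as a random block could not be fitted to 3 values. The tests over the months are paired by month, since each ratio sets the alcohol pool of a month against its control pool. Outlier flags removed 0 spots, median centring shifted 0 values since the median ratio of each array was 0, and Igfbp1 has 1 probe, so these alternatives say nothing about stability.

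The correlations of 1 and 2, 1 and 4, and 2 and 4 months were 0.34, 0.39 and 0.75 with alcohol in Cy5 alone, 0.34, 0.33 and 0.72 with alcohol in Cy3 alone, and reversed to -0.20, -0.16 and -0.40 between opposite dyes. With median scaling the Igfbp1 level changed by 2.92 in the alcohol and -0.047 in the control pools from 1 to 4 months, and by 2.24 and 0.034 from 1 to 2 months.

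Under 1.5-fold, the numbers were 142 raised at 1 month, 135 lowered at 1 month, 250 raised at 2 months, 339 lowered at 2 months, 608 raised at 4 months, 486 lowered at 4 months, 1605 changed at 1 or more months, 301 changed at 2 or more months and 54 changed at all 3 months. Under normexp and loess, the numbers were 21 lowered at 1 month, 41 raised at 2 months, 20 lowered at 2 months, 75 raised at 4 months, 68 lowered at 4 months and 212 changed at 1 or more months. Medians at 1 month under normexp and loess became, by list, 0.052 (linoleic acid metabolism), 0.19 (fatty acid oxidation), 0.12 (glutathione metabolism), 0.19 (fibrosis) and 0.26 (glutathione S-transferases). Medians at 2 months under normexp and loess became, by list, 0.14 (female-predominant liver) and -0.19 (circadian day phase). Medians at 4 months under normexp and loess became, by list, 0.54 (fasting) and 0.33 (female-predominant liver without P450). Under 2-fold required on each array, the numbers were 16 lowered at 1 month, 37 raised at 2 months, 30 lowered at 2 months, 88 raised at 4 months, 71 lowered at 4 months, 232 changed at 1 or more months and 34 changed at 2 or more months. Under the array with alcohol in Cy5 alone, the numbers were 328 raised at 2 months, 190 lowered at 2 months, 270 raised at 4 months and 278 lowered at 4 months. Medians at 1 month under the array with alcohol in Cy5 alone became, by list, -0.029 (pancreas acinar), 0.50 (blood), -0.49 (male-predominant liver), -0.044 (immediate early), 0.19 (xenobiotics by cytochrome P450), 0.10 (linoleic acid metabolism), 0.21 (fatty acid oxidation), 0.030 (IGF axis), 0.16 (cytochrome P450 families 1 to 4), 0.20 (glutathione S-transferases), 0.025 (female-predominant liver without P450) and -0.061 (pancreas acinar without Table S2). Medians at 2 months under the array with alcohol in Cy5 alone became, by list, -0.24 (salivary gland), 0.31 (female-predominant liver), -0.44 (male-predominant liver), 0.16 (linoleic acid metabolism), -0.078 (NRF2 targets, reversed), -0.21 (tryptophan metabolism), -0.084 (fibrosis), -0.00072 (cytochrome P450 families 1 to 4, reversed), 0.14 (glutathione S-transferases), 0.13 (female-predominant liver without P450) and -0.44 (male-predominant liver without P450). Medians at 4 months under the array with alcohol in Cy5 alone became, by list, 0.67 (pancreas acinar), -0.025 (pancreas endocrine), 0.15 (immediate early), 0.44 (fasting), 0.38 (xenobiotics by cytochrome P450), -0.40 (fatty acid synthesis), -0.048 (NRF2 targets, reversed) and -0.036 (IGF axis). Under the array with alcohol in Cy3 alone, the numbers were 203 raised at 2 months, 365 lowered at 2 months, 1101 raised at 4 months and 501 lowered at 4 months. List medians at 1 month under the array with alcohol in Cy3 alone became 0.014 (circadian night phase), 0.095 (fasting), 0.16 (xenobiotics by cytochrome P450), 0.11 (linoleic acid metabolism), 0.087 (arachidonic acid metabolism), 0.22 (fatty acid oxidation), 0.18 (cholesterol synthesis), 0.17 (glutathione metabolism), 0.13 (tryptophan metabolism), 0.19 (fibrosis), 0.18 (cytochrome P450 families 1 to 4) and 0.19 (glutathione S-transferases). List medians at 2 months under the array with alcohol in Cy3 alone became 0.083 (pancreas endocrine), 0.32 (female-predominant liver), -0.20 (circadian day phase), 0.68 (fasting), 0.25 (xenobiotics by cytochrome P450), 0.23 (linoleic acid metabolism), 0.13 (arachidonic acid metabolism), 0.25 (glutathione metabolism), -0.14 (fibrosis) and 0.25 (glutathione S-transferases). List medians at 4 months under the array with alcohol in Cy3 alone became 0.93 (female-predominant liver), -0.50 (male-predominant liver), 0.36 (circadian night phase), 0.17 (immediate early), 0.45 (fasting), 0.46 (PPAR-alpha targets), 1.29 (CAR and PXR targets), 0.39 (xenobiotics by cytochrome P450), 0.44 (linoleic acid metabolism), 0.28 (arachidonic acid metabolism), 0.065 (cholesterol synthesis, reversed), 0.28 (glutathione metabolism), -0.13 (acute phase and inflammation, reversed), 0.14 (fibrosis), 0.32 (cytochrome P450 families 1 to 4), 0.40 (female-predominant liver without P450) and -0.50 (male-predominant liver without P450). Under probes well above background in both channels only, the numbers were 31 lowered at 2 months, 91 raised at 4 months and 257 changed at 1 or more months. Medians at 1 month under probes well above background in both channels only became, by list, -0.13 (salivary gland), 0.83 (blood), 0.33 (female-predominant liver) and 0.067 (linoleic acid metabolism). Medians at 2 months under probes well above background in both channels only became, by list, 0.21 (female-predominant liver) and -0.010 (acute phase and inflammation). Medians at 4 months under probes well above background in both channels only became, by list, 0.062 (immediate early), 0.20 (glutathione S-transferases) and 0.53 (female-predominant liver without P450). Under error-weighted average, the numbers were 348 raised at 4 months and 646 changed at 1 or more months. Medians at 1 month under mean over a gene's probes became, by list, -0.031 (pancreas acinar), -0.040 (salivary gland), -0.57 (male-predominant liver), 0.080 (circadian night phase), -0.082 (immediate early), 0.088 (linoleic acid metabolism), 0.13 (fatty acid oxidation), -0.48 (fatty acid synthesis), 0.019 (fibrosis) and 0.10 (cytochrome P450 families 1 to 4). Medians at 2 months under mean over a gene's probes became, by list, 0.13 (female-predominant liver), 0.019 (fibrosis) and -0.0093 (cytochrome P450 families 1 to 4, reversed). Medians at 4 months under mean over a gene's probes became, by list, 0.22 (xenobiotics by cytochrome P450), 0.074 (fibrosis), -0.026 (IGF axis) and 0.45 (female-predominant liver without P450). List medians at 1 month under the deposited table of log ratios became 0.14 (xenobiotics by cytochrome P450). List medians at 2 months under the deposited table of log ratios became 0.11 (pancreas endocrine). List medians at 4 months under the deposited table of log ratios became 0.22 (xenobiotics by cytochrome P450). Medians at 1 month under unmatched probes joined by array name became, by list, -0.25 (fatty acid synthesis). Medians at 2 months under unmatched probes joined by array name became, by list, 0.21 (female-predominant liver). Medians at 4 months under unmatched probes joined by array name became, by list, 0.56 (fasting) and 0.20 (female-predominant liver without P450).

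A single array carries the dye effect in full, by construction, which the average of a pair reduces. Signal over background limits all counts, since 65 of 85, 76 of 119 and 175 of 256 called probes were well above background in both channels on both arrays.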

Differences from the paper's values

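Table S1 gives more changed probes than were found here in every group, and within 1.5 times only for those lowered at 4 months. At 1 month the paper's number of raised probes is 158 and the number found was 52; of the alternatives set before the data were examined, only the 1.5-fold threshold came within 1.5 times, with 142. For lowered probes at 1 month the paper's number is 187 and the number found 33, and again only the 1.5-fold threshold, with 135, came within that range. At 2 months the paper gives 115 raised, against 66; the error-weighted average gave 79 and the fold without the error filter 95, and the other alternatives stayed outside. It gives 94 lowered at 2 months, against 53; the fold without the error filter gave 79 and no other alternative came within the range. At 4 months the paper gives 216 raised, against 140; the array with alcohol in Cy5 alone gave 270 and the fold without the error filter 183, and the others did not come within the range.

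At 1 or more months the paper's number of sequences, which its text gives in words, is above the 391 probes found; the error-weighted average gave 646 and was the only alternative listed for this number to come within 1.5 times, and the array with alcohol in Cy5 alone, not listed for it, also came within this range, with 988. At 2 or more months the paper's legend of Figure 2 gives 609 genes and 53 probes were found. No setting came within the range. The 1.5-fold threshold gave 301, and the array with alcohol in Cy3 alone, which was not listed for this number, gave 330. The counts of Table S1 add up to only slightly more than the paper's number at 1 or more months. If both rest on the same calls, far fewer than 609 sequences can have been called at 2 or more months. The 609 genes would then rest on another selection, and their distance from the 53 probes would not measure a difference between the calls.

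For Igfbp1 at 1 month the paper's text gives 1.9-fold and Table S2 gives 1.66-fold, while the arrays gave 0.853-fold. Under every alternative set before the data were examined the fold stayed between 0.761 and 0.957, outside 1.5 times both of the paper's values.

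Among the other genes of Table S2 whose values are printed, the paper's fold for Cyp2b10 at 1 month is 3.5, against 9.67, and no alternative came within the range. For Cyp2b9 at 1 month the paper gives 1.4, against 6.65, and no alternative came within the range. At 2 months the paper gives 3.89 for Cyp2b9, against 2.15, and the mean over both of its probes gave 4.82. The same mean moved Cyp2b9 away from the paper's values at the other months, to 11.6 at 1 month and to 7.34 at 4 months, where the paper gives 4.34 and the brighter probe 3.65. The paper's values for Gadd45b are 5.4 at 2 months, against 2.84, and 9.57 at 4 months, against 4.81. The mean over both Gadd45b probes, listed beforehand only for the gene lists, gave 4.68 and 8.95, and at 2 months the array with alcohol in Cy3 alone gave 3.61. The other alternatives did not reach these values.

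From its arrays the paper's text describes Igfbp1 as induced at each month and increasing, and the 1-month ratio found here lies below 1 on both arrays. For individual mice, the paper itself reports no significant change at 1 month, either of the mRNA by qRT-PCR or of the serum protein.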

Other observations

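The tests on the 1-month column of Table S2, on the averaging of the dye-swap pair and on the dye component removed by regression were chosen after the results were seen.

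Table S2 can be set against the arrays gene by gene, for 68 of its 83 genes. At 2 months 64 of the 68 listed values were within 0.2 log2 of the error-weighted average of the deposited ratios (median difference 0.0048), and at 4 months 58 were (median difference 0.0025), against 58 and 28 for the plain average. At 1 month 39 were, and 41 for the plain average. Reversed dyes on the 1-month arrays are argued against by a correlation across genes of 0.70 between the 1-month column and the 1-month arrays. That column had a higher correlation, 0.78, with the 2-month arrays and one of 0.65 with the 4-month arrays. By closeness the order was the other one, since 33 and 32 genes were within 0.2 log2 of the 1-month arrays with alcohol in Cy5 and Cy3, and 30 and 27 of the 2-month arrays. An exchange with another month is argued against by the 2-month column, with 64 genes in place, and the 4-month column, with 58. A single wrong array, or other input for 1 month, stays open.

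Fold changes of exactly 1 are listed in Table S2 for 39 of the 68 genes at 1 month and for 9 at 2 months. Surrogate signals in both channels of both arrays were found for 7 of the 9 at 2 months, where all 9 deposited ratios were 0, and they may explain these entries. At 1 month only 6 of the 39 had them and 8 had a deposited ratio of 0, so surrogates are argued against for the others.

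The number of probes raised at 4 months lies below that in Table S1 with the plain average. The error-weighted average gave 348, more than 1.5 times the paper's value on the other side, so averaging moves the number across it without reaching it. Whether averaging is the source cannot be told apart from the other filters of the program the paper used.

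The 2-month and 4-month ratios were more alike than either was to 1 month. Dye effects shared on a slide were to be excluded if arrays of opposite dyes kept the order, and they did not, since the correlation of 2 and 4 months was -0.40 there, below the other pairs. That contrast also subtracts the shared dye component, which is largest for this pair, and so decides nothing. After regression on the dye component of each month, 2 and 4 months had a correlation of 0.50, 1 and 2 months 0.15 and 1 and 4 months 0.23, but the regression moved the values little. A dye effect of equal size on the 2 arrays of a pair cancels in the averages, whose correlation was 0.48, and one of unequal size would not, which neither test decides. Apart from dyes, the slide and the longer exposure cannot be told apart here, because the slide follows the months.

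Chance could not be excluded for the tests over the months. With the signs of the months exchanged, all 4 possible splits gave 0 calls from limma, and unadjusted p under 0.05 for 3028 probes with the real signs, against 2576, 1016 and 878. For the trend, all 3 orders of the months gave 0 calls, and 2813 probes with an unadjusted p under 0.05 in the real order, against 1762 and 1861. With so few splits no share under 0.05 is possible.

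The remaining lists are given as median log2 ratios at 1, 2 and 4 months. For PPAR-alpha targets they were 0.21, 0.34 and 0.16 (percentiles 100, 100 and 100). Medians for CAR and PXR targets were 0.62, 0.49 and 1.02 (percentiles 100, 100 and 100). The list of NRF2 targets gave 0.10, 0.10 and 0.13 (percentiles 99.7, 99.7 and 100). For tryptophan metabolism they were 0.067, -0.074 and 0.020 (percentiles 98.8, 1.13 and 83.8). Medians for acute phase and inflammation were 0.018, 0.026 and 0.079 (percentiles 69.2, 70.1 and 98.5). The list of fibrosis gave 0.19, -0.020 and 0.12 (percentiles 99.9, 22.3 and 98.3). For IGF axis they were 0.087, -0.041 and 0.024 (percentiles 99.1, 12.3 and 78.6). Medians for immediate early were -0.013, 0.068 and 0.091 (percentiles 37.3, 94.7 and 99.6). The list of blood gave 0.21, -0.10 and -0.011 (percentiles 99.6, 12.1 and 47.8). For salivary gland they were -0.064, -0.025 and 0.028 (percentiles 14.8, 35.2 and 60.7). Medians for pancreas endocrine were 0.0030, 0.059 and 0.024 (percentiles 54.7, 75.7 and 70.3). The list of housekeeping gave 0.0072, -0.062 and 0.033 (percentiles 49.7, 15.1 and 84.4). The median was no larger than the SD between its 2 arrays for PPAR-alpha targets at 4 months; NRF2 targets at 2 and 4 months; tryptophan metabolism at 2 and 4 months; acute phase and inflammation at 1, 2 and 4 months; fibrosis at 2 months; IGF axis at 2 and 4 months; immediate early at 1 month; blood at 2 and 4 months; salivary gland at 2 and 4 months; pancreas endocrine at 1 and 4 months; housekeeping at 1, 2 and 4 months. Of these, both arrays had the same sign for PPAR-alpha targets at 4 months; tryptophan metabolism at 2 months; acute phase and inflammation at 1 and 2 months; fibrosis at 2 months; immediate early at 1 month; salivary gland at 2 months. The complete acinar list had -0.015, 0.058 and 0.42 (percentiles 33.2, 92.3 and 100). The female-predominant list shares 7 genes with the xenobiotics list and 5 with Table S2.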
